A study of Mus musculus with 16 samples. Its data were reported in "Temporal transcriptomic changes in the THY-Tau22 mouse model of tauopathy display cell type- and sex-specific differences" (2025).

How the data were processed

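Single-cell RNA sequencing libraries were made from the cortex of THY-Tau22 mice and wild-type (WT) littermates at 17 months of age, 1 library per mouse. THY-Tau22 mice carry a human tau transgene with disease-linked mutations, driven in neurons by a Thy1 promoter. The labels gave 16 libraries in 4 groups: 4 WT males, 4 THY-Tau22 males, 3 WT females and 5 THY-Tau22 females. Replicate numbers were given in accession order and only name a mouse. The titles of WT male replicate 1 and THY-Tau22 female replicate 1 carry the same animal number, 574, under opposite sex and genotype. Their tables shared 5 cell barcodes, and why the number repeats was not stated.

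The libraries were made by Drop-seq, in which single cells are captured in droplets with barcoded beads, so that each transcript carries a cell barcode and a unique molecular identifier (UMI) and amplified copies are counted once. Per the labels and the study's methods, the authors sequenced the libraries on an Illumina NextSeq 500 and ran the standard Drop-seq pipeline. The version of the pipeline, the genome build and the annotation were not stated, so genes are named by the symbols of the count tables and no coordinates are given. The deposited values were UMI counts per gene and cell barcode, with no normalization. Each table held 3000 barcodes; how these were chosen was not stated. Counts of genes that share sequence with a paralog or pseudogene depend on an aligner setting that was not stated, and such genes are treated as uncertain.

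Every pair of the 16 tables was compared by its cell barcodes before any test between groups. Of the 120 pairs, 1 shared 2952 of 3000 barcodes, and the other pairs shared 3 to 12. The pair was WT male replicate 3 and THY-Tau22 male replicate 4. Its 2 tables were processed from largely the same molecules, under opposite genotypes. The design had put all 16 libraries in each fit. Because 1 of these labels must be wrong for those cells, and the counts do not settle which, both tables were left out of the comparisons. All 16 as labelled, or the shared library kept once under either label, were run as alternatives. The comparisons therefore rest on 14 libraries: 3 WT males, 3 THY-Tau22 males, 3 WT females and 5 THY-Tau22 females.

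Cells were kept with 200 to 7000 detected genes and at most 5% of UMIs from mitochondrial genes, the limits in the study's methods. The mitochondrial share was counted without the ribosomal RNA genes mt-Rnr1 and mt-Rnr2. Counted over all mitochondrial genes, the 5% limit kept 1242 of the 48000 barcodes and a 10% limit kept 5970, with as few as 2 cells of a library under the first. Counts were clustered in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1: 2500 variable genes, 19 principal components, a shared nearest neighbour graph over 20 neighbours, and Leiden clustering with leidenalg 0.10.2 at resolution 0.5. Clusters were named "X-like" from lists of marker genes, and needed at least 3 detected markers. Class names were rebuilt here, so a difference from the study may come from them. Clustering and Scrublet in scanpy 1.11.5 were run on the 28520 cells under a 10% mitochondrial limit counted the same way, of which Scrublet marked 1597 (5.60%) as doublets. Doublets were kept in the main comparisons and removed in an alternative, which left 26851 of the 28439 cells under the 5% limit.

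Cells are not replicates. UMI counts were summed per mouse for all cells and for each of 6 classes, which gave 7 levels, and a mouse needed at least 10 cells of a class. The sums were tested with edgeR 4.0.16 in R 4.3.3 by its quasi-likelihood test, with TMM library sizes, the filterByExpr filter and a model with 1 mean per group, so that the 4 groups shared an estimate of the spread. Contrasts were THY-Tau22 against WT in males, in females and averaged over both sexes, and the sex by genotype interaction, taken as the male log2 fold change minus the female one. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 0.5. Sex classes followed the study's rules: sex-neutral and sex-dimorphic genes were called in both sexes with the same or opposite signs, and sex-specific genes were called in 1 sex with an unadjusted p over 0.5 in the other. A called gene outside these classes was left unclassed. Gene sets (6) were tested with camera in limma 3.58.1 at its preset inter-gene correlation of 0.01, adjusted over 108 tests. They were immediate early genes, a disease-associated microglia set, chaperones, myelin genes, mitochondrially encoded mRNAs and ribosomal proteins. Shares of cells and library measures were compared by exact two-sided permutation tests. With 3 against 3 males an exact permutation test cannot go below p = 0.10, and with 5 against 3 females it cannot go below 0.0179.

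Genes are named by a rule: the label check genes, the genes in the study's main and cell type tables, and per level and contrast up to 5 called genes with the smallest adjusted p. The study chose its genes on these same mice.

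The tests were checked on simulated data before use, with counts drawn from the means and library sizes of the real libraries and 200 genes changed by 2 on the log2 scale. For all cells, edgeR recovered 83.0% of the changed genes in the male comparison, among 11377 genes, with 4.05% of its calls false, and 86.5% in the female comparison, among 11375 genes, with 5.98% false. In microglia-like cells it recovered 84.5% (males, 4937 genes) and 91.0% (females, 4932 genes), and in neuron-like cells 63.0% (males, 1835 genes) and 70.5% (females, 1762 genes). Of its calls in microglia-like cells, 3.98% (males) and 3.70% (females) were false. In neuron-like cells 8.70% (males) and 2.08% (females) were false. DESeq2 recovered 81.5% (males, 11377 genes) and 85.5% (females, 11375 genes) for all cells. The permutation test called 4.6% of 500 simulated female comparisons without a change and 84.6% with a shift of 3 SD. A Poisson test on UMIs pooled over cells called 1225 genes (males) and 980 genes (females) for all cells when no gene had been changed, where edgeR called 0. The simulated counts held no batch difference between libraries, while the real males of the 2 genotypes carry different blocks of index numbers. These rates therefore do not cover false calls that come from batch.

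The libraries held 1041675 to 2237505 UMIs, and the 14 libraries gave 752324 to 2084625 UMIs in kept cells. A neuron-like sum rested on as few as 18 cells and 16541 UMIs, and an OPC-like sum on as few as 19 cells. The biological coefficient of variation was 0.241 for all cells, 0.224 for microglia-like and 0.316 for neuron-like cells. Intervals and UMI counts cover counting error only.

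The groups, tests, marker lists, gene sets, the rule for named genes and a first list of alternatives were fixed before the data were examined. That list held DESeq2 1.42.0, RLE size factors, no filter on low counts and a fit with only the groups compared. It also held a Poisson test with cells as replicates, on UMIs pooled over each group's cells with no term for the mouse. The study's methods name a Poisson regression in Seurat, which was not rerun here. Other entries were the label prefix of the mice as a term, the 6 classes weighted equally and a 10% mitochondrial limit. Separate runs used at least 500 genes per cell, doublets removed, a higher Leiden resolution (1.0), or no minimum fold change for the sex classes. Gene sets were also tested with fry or an estimated correlation in place of the preset one. Each library was left out in turn (for library measures this was added later). Alternatives chosen after seeing the data were the treatments of the shared library, the mitochondrial rRNA share as a covariate, all mitochondrial genes left out, the block of index numbers as a term, genotypes permuted within blocks among females, and the cell with the most UMIs of a gene left out per gene and library. Pathway over-representation, gene regulatory networks, the comparison with younger mice and other data sets were not analysed here.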

Results

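The cortex of 17-month-old THY-Tau22 mice and WT littermates of both sexes was profiled by Drop-seq, to ask which cell classes and genes differ with the tau transgene and whether the difference depends on sex. The 16 count tables together held 48000 barcodes and 25145717 UMIs over 30389 genes, with 1041675 to 2237505 UMIs per library. After filtering, 28439 cells remained, 1104 to 2525 per library, with a median of 429 to 736 UMIs and 289 to 448 genes per cell.

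The tables of WT male replicate 3 and THY-Tau22 male replicate 4 shared 2952 of their 3000 barcodes (98.4%), where other pairs of tables shared at most 12. In the shared barcodes the first table held 1733978 UMIs and the second 1934952, and 1509223 UMIs were common to both by barcode and gene, 87.0% of the first table's. Over the 200 deepest shared barcodes, the same barcode in both tables had a median correlation across genes of 0.997, against 0.905 for different barcodes. Of the kept cells, 1895 in the first and 2057 in the second, 1894 were kept in both. These tables held 1 library under both genotypes, so neither entered the comparisons below, which used 3 WT males, 3 THY-Tau22 males, 3 WT females and 5 THY-Tau22 females.

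Sex-linked transcripts matched the sex in the labels of all 16 libraries. Xist, the X-inactivation transcript of female cells, lay at 558 to 978 CPM (UMI counts scaled to a common library total) in female libraries and at most 2.09 CPM in male libraries. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty summed to 229 to 299.5 CPM in male libraries and at most 2.66 CPM in female libraries. The genotype has no such marker here, since a human transgene need not be counted in a mouse annotation. No difference in mouse Mapt was detected in all cells, at 303 ± 54.3 CPM in THY-Tau22 males and 257 ± 36.0 in WT males (SD, n = 3 each, exact permutation p = 0.40), and at 277 ± 66.1 in THY-Tau22 females (n = 5) and 274 ± 28.2 in WT females (n = 3, exact permutation p = 0.929). In neuron-like cells Mapt lay at 358 ± 37.5 CPM in THY-Tau22 males and 414.5 ± 65.7 in WT males (exact permutation p = 0.30), and at 460.4 ± 133 in THY-Tau22 females and 373 ± 50.4 in WT females (exact permutation p = 0.357). With 3 against 3 males this test cannot go below 0.10. Thy1, whose promoter drives the transgene, reached 225 ± 174 CPM in neuron-like cells of THY-Tau22 males and 73.7 ± 30.0 in WT males (SD, n = 3 each, exact permutation p = 0.20), and 229.5 ± 72.9 in THY-Tau22 females (n = 5) against 130 ± 38.0 in WT females (n = 3, exact permutation p = 0.0893). These values rested on 2 to 35 Thy1 UMIs per library. Over both sexes, edgeR gave a Thy1 log2 fold change of 1.05 ± 0.34 (SE, adjusted p = 0.692 over all genes), and permuting genotypes within each sex gave an exact p of 0.0152 over 1120 assignments. Without THY-Tau22 male replicate 3, at 423 CPM, the log2 fold change fell to 0.63.

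Clustering gave 17 clusters. Microglia-like cells were 27.2% of the 28439 cells (7736 cells), led by P2ry12, Siglech and Cx3cr1. Astrocyte-like cells made up 18.8% (5352), oligodendrocyte-like cells 17.6% (4998), endothelial-like cells 14.1% (4011), neuron-like cells 4.94% (1406) and oligodendrocyte precursor cell (OPC)-like cells 4.69% (1334). Smaller classes were mural-like (850 cells), macrophage-like (367), T or NK cell-like (299), fibroblast-like (204) and ependymal-like cells (108). A further 1774 cells (6.24%) stayed unnamed. Scrublet marked 85.4% to 90.05% of the cells as doublets in the unnamed clusters led by Gm45540, Gm9946, Usp31 and C030005K06Rik. In the largest unnamed cluster, led by Ttr, it marked 38.1%, and in the one led by Top2a 9.71%. At the higher Leiden resolution, 75 cells were T or NK cell-like, while a cluster of 232 led by Gm15753, Sp110 and Ccl12 stayed unnamed, and 1375 cells were mural-like.

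No share of cells reached an exact permutation p under 0.05 in either sex, and with 3 against 3 males no share could. In males, microglia-like cells were 24.7% ± 5.75 of the cells of THY-Tau22 mice and 28.2% ± 1.29 of those of WT mice (SD, n = 3 each, two-sided exact permutation p = 0.50). The smallest p values belonged to the astrocyte-like share, 15.6% ± 1.19 against 18.7% ± 1.26, and the endothelial-like share, 11.8% ± 2.38 against 15.4% ± 1.08, both at p = 0.10, the smallest p this exact permutation test allows with n = 3 each (0.30 adjusted over the 6 classes). In both, the 3 THY-Tau22 males lay below the 3 WT males, a separation in one direction or the other that chance gives in 10% of comparisons of 3 with 3. Without THY-Tau22 male replicate 3, where 28.8% of the cells were in 1 unnamed cluster, the male difference went from -3.55 to -0.454 percentage points in microglia-like cells and from -3.52 to -2.15 in endothelial-like cells. The oligodendrocyte-like difference of 3.92 fell to 0.284 without THY-Tau22 male replicate 1 and rose to 6.79 without THY-Tau22 male replicate 3. In females, the endothelial-like share was 13.1% ± 1.77 in THY-Tau22 mice (n = 5) and 16.0% ± 1.61 in WT mice (n = 3), with an exact permutation p of 0.0893 (0.536 adjusted), and microglia-like cells were 28.1% ± 3.54 against 26.1% ± 3.08 (exact permutation p = 0.518), a difference that went from 2.00 to 0.225 percentage points without WT female replicate 1. For the interaction, the smallest p was 0.0643 for OPC-like cells (0.386 adjusted, 1120 permutations). Keeping only cells with at least 500 genes moved these shares most, and turned the male microglia-like difference from -3.55 to 6.79 percentage points.

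**Figure D1:**
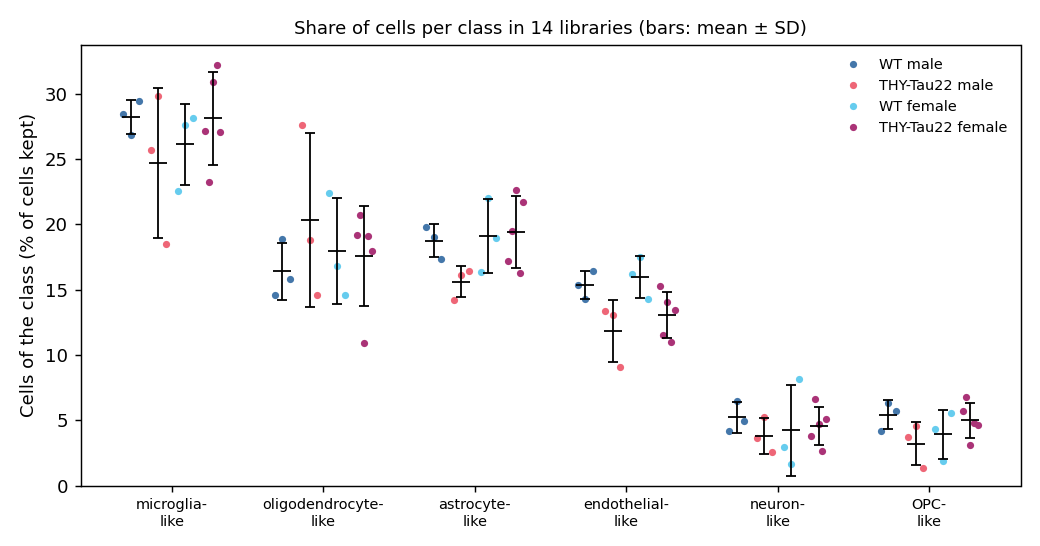
Percent of kept cells (vertical axis) in each of 6 cell classes (horizontal axis), 1 point per library, for 14 libraries in 4 groups, with bars for the group mean ± SD. Microglia-like cells form the largest class in every group mean, and the 3 THY-Tau22 males lie below the 3 WT males in astrocyte-like and endothelial-like cells.

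Of 4 library measures, none reached an exact permutation p under 0.05, which 3 against 3 males cannot reach. THY-Tau22 males had 1650 ± 303 kept cells and WT males 1917 ± 558 (SD, n = 3 each, exact permutation p = 0.60), with a median of 584.5 ± 124 and 540.3 ± 68.4 UMIs per cell (exact permutation p = 0.60). The median share of mitochondrial mRNA was 1.04% ± 0.224 in THY-Tau22 males and 0.444% ± 0.114 in WT males, with no overlap between the 3 and 3 mice (exact permutation p = 0.10, the smallest possible). With the library found under both genotypes kept as a WT male, the male difference was 0.558 percentage points (exact permutation p = 0.0286). Kept under both labels, which counts 1 library as 2 mice, it gave 0.457 percentage points (exact permutation p = 0.0286). Kept as a THY-Tau22 male, it gave an exact permutation p of 0.0571. In females it was 0.736% ± 0.146 (n = 5) and 0.832% ± 0.413 (n = 3, exact permutation p = 0.518). Leaving out WT female replicate 2 turned this female difference from -0.0962 to 0.0933 percentage points.

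Summed over all cells of a mouse, no gene passed the threshold in males, in females, averaged over both sexes or for the interaction, among 11626 genes tested with edgeR. An unadjusted p under 0.05 was reached by 1807 genes in males, 199 in females, 500 over both sexes and 1500 for the interaction, where chance gives about 581. DESeq2 called 67 genes in males, 0 in females, 0 over both sexes and 4 for the interaction. The Poisson test with cells as replicates called 3414 genes in males, 230 in females and 3073 for the interaction, and it moved these counts most among the alternatives. Leaving out WT female replicate 3 raised the interaction count from 0 to 1196.

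**Figure D2:**
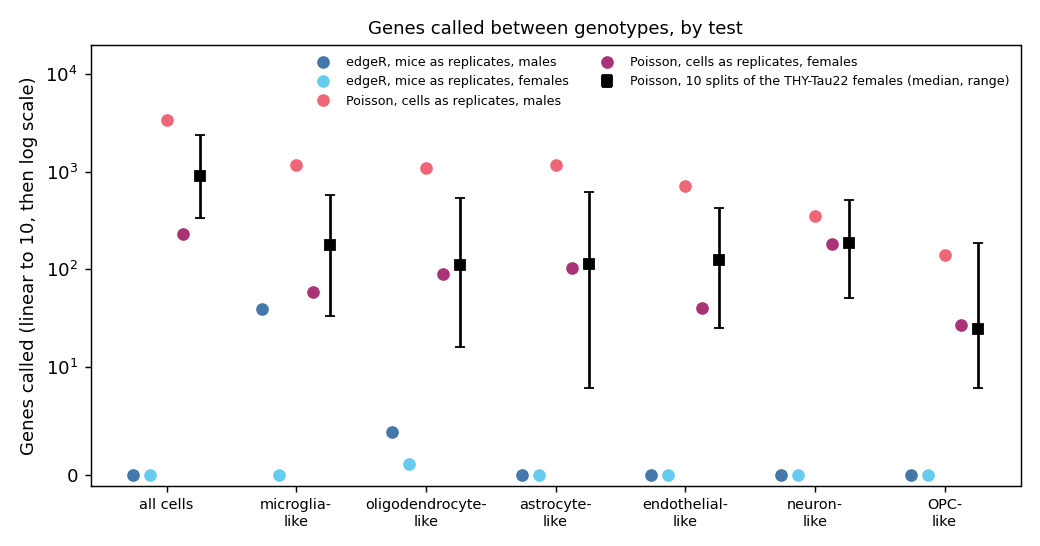
Number of genes called between genotypes (vertical axis, linear to 10 and logarithmic above) at each of 7 levels (horizontal axis), by edgeR with mice as replicates and by the Poisson test with cells as replicates, in males and females. Black squares give the median and the bars the range of the Poisson test over 10 splits of the 5 THY-Tau22 females, which share genotype and sex. In all cells those splits called 334 to 2344 genes, the female genotype comparison called 230 and the male one 3414.

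In microglia-like cells of males, 39 of 5114 genes were called by edgeR, 35 higher and 4 lower in THY-Tau22 mice. Clec7a was higher by a log2 fold change of 2.12 ± 0.39 (SE, edgeR adjusted p = 0.0144), at 155 ± 47.1 CPM in THY-Tau22 males and 32.5 ± 4.29 in WT males (SD, n = 3 each). H2-D1 was higher by 1.76 ± 0.32 (adjusted p = 0.0144), at 926 ± 203 against 255 ± 74.0 CPM, and Apoe by 1.72 ± 0.42 (adjusted p = 0.0458), at 956 ± 454 against 266 ± 67.3 CPM. Cd74 rose by 3.09, Cxcl2 by 2.21 and Ccl12 by 1.87 (edgeR adjusted p = 0.0223 for each). All 3 THY-Tau22 males lay above all 3 WT males for these 6 genes, a separation of 3 from 3 that chance gives for 10% of genes in one direction or the other. The lower genes included Adamtsl1, at a log2 fold change of -5.92 ± 1.22 (adjusted p = 0.0223). In WT male replicate 1, however, 597 of its 601 UMIs came from 1 cell (99.3%, exact 95% interval 98.3% to 99.8%).

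These 39 calls depended on single libraries. Leaving out WT male replicate 1 or THY-Tau22 male replicate 3 left 0 of them, and leaving out WT female replicate 3, which enters the shared estimate of the spread, raised the count to 188. With all 16 libraries as labelled the count was 0. DESeq2 called 100 genes and the Poisson test 1162. Averaged over both sexes, edgeR called 3 genes in microglia-like cells (17 without WT female replicate 2 and 0 without WT male replicate 1): Clec7a at 1.40 ± 0.28 and Ccl12 at 1.28 ± 0.26 (adjusted p = 0.0457 for each), and Adamtsl1 at -5.10 ± 0.92 (adjusted p = 0.0242).

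In females, edgeR called 0 genes in microglia-like cells, with 145 at an unadjusted p under 0.05. DESeq2 called 0 and the Poisson test 58. Clec7a lay at 56.8 ± 19 CPM in THY-Tau22 females (SD, n = 5) and 42.2 ± 32.9 in WT females (n = 3). H2-D1 lay at 555 ± 171 and 690.5 ± 392 CPM. For the interaction, edgeR called 0 genes, with 737 at an unadjusted p under 0.05, DESeq2 30 and the Poisson test 1000. H2-D1 had an interaction log2 fold change of 2.03 ± 0.42 (edgeR adjusted p = 0.0928).

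**Figure D3:**
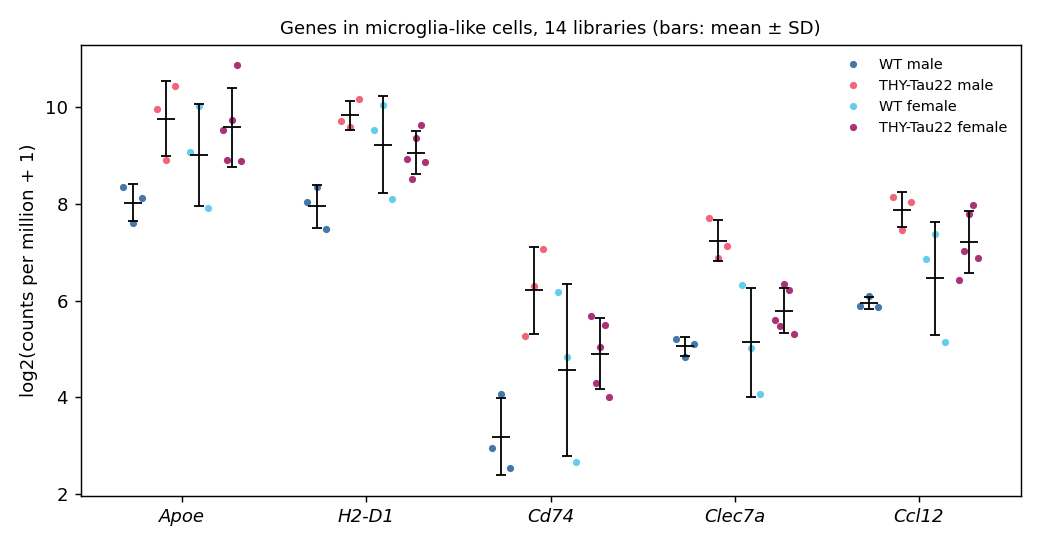
Expression of 5 genes in microglia-like cells on a log2(CPM + 1) scale (vertical axis), 1 point per library in 4 groups, with bars for the mean ± SD. In each of the 5 genes the 3 THY-Tau22 males lie above the 3 WT males, while female libraries of the 2 genotypes overlap.

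In oligodendrocyte-like cells, edgeR called 4 of 4012 genes in males, 1 in females, 12 for the interaction and 0 over both sexes (199 at an unadjusted p under 0.05, 0 by DESeq2). The male genes were Gstp-ps at a log2 fold change of 1.72 ± 0.31 (adjusted p = 0.00975), Gstp1 at 1.58 ± 0.31 (0.0221), mt-Nd3 at 2.19 ± 0.47 (0.0409) and Gm10169 at 1.98 ± 0.43 (0.0409), all higher in THY-Tau22 males. Gstp1 and the pseudogene Gstp-ps have near-identical sequences and are uncertain. The female gene was Zdhhc3, at -2.80 ± 0.52 (edgeR adjusted p = 0.0167). In WT female replicate 2, 92 of its 96 UMIs came from 1 cell (95.8%, exact 95% interval 89.7% to 98.9%), and without that library the log2 fold change was -0.90 and no longer called. For the interaction, 9 genes had a higher and 3 a lower fold change in males. The smallest adjusted p values belonged to Gstp-ps (0.0160), mt-Nd3 (0.0194), Gstp1 (0.0251), Golga7 (0.0374) and Gm10800 (0.0380). Golga7 was at 115.5 ± 38.9 CPM in THY-Tau22 males against 44.9 ± 12.5 in WT males (SD, n = 3 each), and at 45.1 ± 15.5 in THY-Tau22 females (n = 5) against 113 ± 10.9 in WT females (n = 3). The interaction count of 12 fell to 0 without WT male replicate 1 and rose to 481 without WT female replicate 3. DESeq2 called 43 genes in males, 0 in females and 31 for the interaction, and the Poisson test called 1076, 88 and 1032.

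In the other 4 classes edgeR called 0 genes in every contrast. Without WT female replicate 3 it called 101 genes in males and 645 for the interaction in astrocyte-like cells. In endothelial-like cells it then called 18 and 216. In neuron-like cells the count was 0 whichever library was left out. In males, an unadjusted p under 0.05 was reached by 681 of 3971 genes in astrocyte-like cells, 462 of 3569 in endothelial-like cells, 144 of 2063 in neuron-like cells and 128 of 1327 in OPC-like cells. In females these counts were 118, 86, 51 and 43, for the interaction 688, 428, 101 and 99, and over both sexes 167, 148, 105 and 87. DESeq2 called 49 genes in males and 30 for the interaction in astrocyte-like cells, 2 and 1 in endothelial-like cells, and 0 elsewhere. The Poisson test called 1161, 707, 348 and 140 genes in males, 103, 40, 179 and 27 in females, and 1123, 599, 159 and 60 for the interaction, in the same order of classes. Of simulated log2 changes of 2 in males, 63.0% were recovered in neuron-like cells, with a biological coefficient of variation of 0.316, and 86.0% in OPC-like cells, with 0.247.

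Under the study's rules for sex classes, the calls at the 7 levels gave 14 male-specific genes, all in microglia-like cells, 1 female-specific gene (Zdhhc3 in oligodendrocyte-like cells), 0 sex-neutral and 0 sex-dimorphic genes by edgeR, with 29 called genes unclassed. The 14 fell to 0 without WT male replicate 1 and rose to 106 without WT female replicate 2. DESeq2 gave 121 male-specific, 0 female-specific, 0 sex-neutral and 0 sex-dimorphic genes. The Poisson test gave 2486, 107, 112 and 230. These zeros rest on the per-sex calls above, with 1807 genes in males and 199 in females at an unadjusted p under 0.05 for all cells. A class does not test whether the sexes differ, and the interaction above does.

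Of the 10 genes in the study's main table, edgeR called 0 in all cells in any contrast over all genes tested. Adjusted over the list alone, 4 passed in males, 0 in females, 5 for the interaction and 0 over both sexes. Because that list was chosen on the same mice, the count over the list is not independent evidence. In males, Apod differed by a log2 fold change of 1.17 ± 0.36, Fth1 by 1.24 ± 0.41, Mbp by 0.90 ± 0.30 and Zc3h13 by -0.82 ± 0.28 (edgeR adjusted p over all genes 0.234 to 0.237). Trf differed by 0.59 ± 0.29 and Scd2 by 0.27 ± 0.23 in males, and Hsp90aa1 by 0.17 ± 0.23 in females. Of the genes listed by the study for microglia, 2 of 8 were called in males over all genes (H2-D1 and Apoe), and 6 adjusted over the list alone. For the other classes, the counts called over all genes were 0, and adjusted over the list alone they were 6 of 7 in oligodendrocyte-like, 5 of 8 in astrocyte-like, 2 of 7 in endothelial-like and 0 of 8 in neuron-like cells of males. In females, 0 passed over the list alone in all 6 lists, with 1 neuron gene (Atp1b1) at an unadjusted p under 0.05.

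Among 36 pairs of a gene set and a level, camera with its preset correlation called 24 in males, 22 in females and 27 for the interaction. None of these calls held under fry or under a correlation estimated from the data, which called 0 in each contrast. The ribosomal protein set had the smallest adjusted p, in microglia-like cells of males (5.20e-20), with a median log2 fold change of 0.80 over 57 genes and 56 genes higher. In females the same set was called lower at 6 of the 7 levels, and in astrocyte-like cells its median was -0.45 with all 46 genes lower (adjusted p = 4.60e-11). The disease-associated microglia set was higher in microglia-like cells of males, with a median of 0.89 and 16 of 16 genes higher (adjusted p = 3.34e-11), and did not pass in females (adjusted p = 0.164), where its median of -0.02 and its mean of 0.13 differed in sign. Its interaction was called (median 0.75, adjusted p = 4.48e-06). The mitochondrially encoded mRNA set was higher at all 7 levels in males, with medians of 0.78 to 1.24. The myelin set in all cells had a median of 0.76 in males (adjusted p = 9.00e-08) and -0.30 in females (adjusted p = 0.000731). The female count of 22 fell to 12 without WT female replicate 2. The chaperone set was called lower in oligodendrocyte-like cells of males, with a median of -0.39 (adjusted p = 0.00385), and higher in neuron-like cells of females, with a median of 0.36 (adjusted p = 0.00237). In microglia-like cells of males, where it was not called, its median of 0.02 and the direction of the test (lower) differed in sign. The immediate early set was higher in microglia-like cells of males, with a median of 0.29 (adjusted p = 0.00890), and lower in those of females, with a median of -0.23 (adjusted p = 1.94e-05).

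The libraries also differed by the index number in their titles, in a way that overlapped the genotype of the males. Mitochondrial rRNA took 17.0% to 23.1% of kept UMIs in the 7 libraries with index numbers 1, 2, 5 and 6 and 4.54% to 13.1% in the 7 with index numbers 3, 4, 7 and 8. This grouping of index numbers was drawn from these shares. All WT males carried an index number of the first block and all THY-Tau22 males one of the second, so in males block and genotype cannot be told apart within the sex. The first block held 1 WT and 3 THY-Tau22 females and the second held 2 and 2. With the block as a term, estimated from the females, edgeR called 0 genes in microglia-like cells of males and 0 genes for the interaction in oligodendrocyte-like cells. The female counts were then 0 at all 7 levels, with 243 genes at an unadjusted p under 0.05 in all cells, and DESeq2 was not run with this term. With genotypes permuted within block, 24 assignments of the females were possible and the smallest p was 0.0417. No share of cells or library measure reached it, and the smallest exact permutation p was 0.125, for endothelial-like cells (-0.823 percentage points in the first block and -4.28 in the second). Thy1 in neuron-like cells reached it (exact permutation p = 0.0417), at 149 to 210 CPM in the 3 THY-Tau22 females and 97.9 in the WT female of the first block, and at 304 to 307 against 121 to 172 in the 2 and 2 females of the second.

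**Figure D4:**
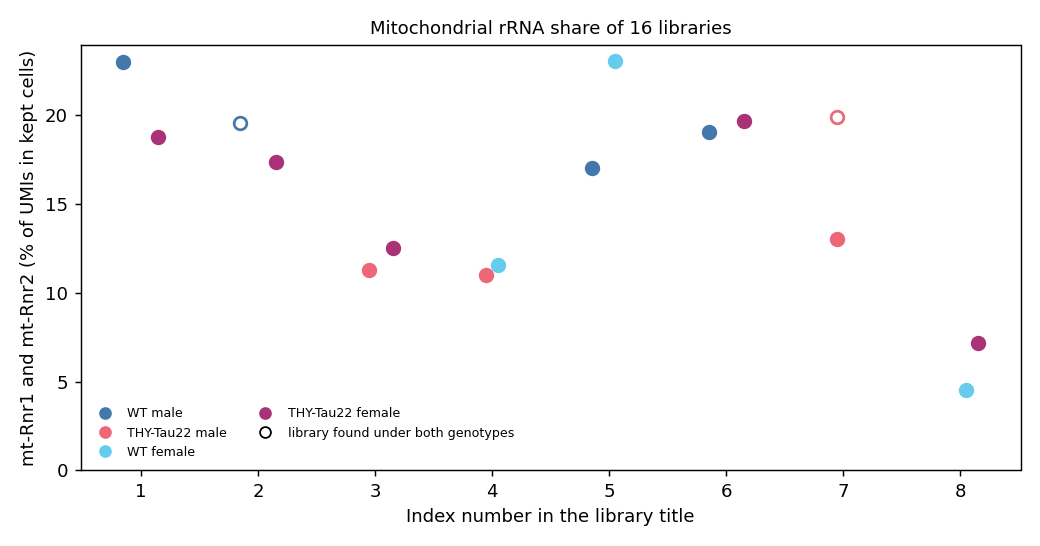
Percent of kept UMIs from mt-Rnr1 and mt-Rnr2 (vertical axis) against the index number in the library title (horizontal axis), 1 point per library, coloured by group, for 16 libraries. Filled points are the 14 libraries compared. Those at index numbers 1, 2, 5 and 6 lie between 17.0% and 23.1% and those at 3, 4, 7 and 8 between 4.54% and 13.1%, and open points mark the library found under both genotypes.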

Values the study reported

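The study reported 28,190 cells after its filters, in 9 clusters. Over all cells it counted 15 genes as male-specific and 1 as female-specific, 21 as sex-dimorphic and 10 as sex-neutral. Its next paragraph gives a larger count of sex-dimorphic genes than 21. In microglia 14 genes were male-specific, 1 was female-specific, 6 were sex-dimorphic and 9 were sex-neutral. Among single genes it gave a log fold change of 1.49 for Scd2 and 8.98 for Trf in males, -0.83 for Zc3h13, and 0.65 for Hsp90aa1 in females. Its main table, however, marks Zc3h13 as increased in males.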

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

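The test of the index number blocks on the 12 genes called for the interaction and the test of Ttr in the cells of the unnamed cluster were chosen after the results were seen.

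In 57 checks of a measure within a group of 4 or 5 libraries, a library lay apart from the others in 4, where chance gives about 2.85.

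Oligodendrocyte-like cells were 10.9% of the cells of THY-Tau22 female replicate 3 and 18.0% to 20.7% in the other 4 THY-Tau22 females. The share rests on 221 of 2018 cells, with an exact (Clopper-Pearson) 95% interval of 9.62% to 12.4% that covers counting error only. No technical test was run on this library, and no biological explanation was tested, since the other females share its group.

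The largest unnamed cluster held 28.8% of the cells of THY-Tau22 male replicate 3 (392 of 1362, exact 95% interval 26.4% to 31.3%) and 0.972% to 1.60% in the other 3 libraries of that label. Its cells in that library had a median of 458.5 UMIs, 259 genes and 26.2% mitochondrial rRNA, against 944 UMIs, 575.5 genes and 7.97% in the other cells. RNA from choroid plexus was weighed because Ttr leads the cluster. It is argued against: the cluster's cells in that library held 9 Ttr UMIs (40.2 CPM, exact Poisson 95% interval 18.4 to 76.2), against a median of 2537 CPM in the cluster's cells of the other 15 libraries, which ranged from 0 to 62740 and of which 4 were lower. Over all cells of that library Ttr was at 11.2 CPM, against a median of 39.05 in the others. Cells of low quality stay open, untested, as does a biological difference of that mouse.

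Mapt in all cells was at 366 CPM in THY-Tau22 male replicate 1 and at 270 to 274 CPM in the other 3 libraries of that label, 1 of which is the library found under both genotypes. No technical or biological explanation was tested.

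Xist was at 0.685 CPM in the table of WT male replicate 3, from 1 UMI, and at 0 in the other WT males. Where the others hold 0, 1 UMI is enough to set a library apart. The table of WT male replicate 3 is 1 of the pair that holds the same library, and its level is far below the 558 CPM of the lowest female library. No explanation was tested.

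The male and female genotype differences themselves differed in 12 genes of oligodendrocyte-like cells by the interaction test of edgeR. Of 100 drawn splits, 1, the real one, gave as many genes and the others at most 6, so a chance arrangement of these libraries is an unlikely source. Library batch stays open. With the block of index numbers as a term, the median absolute log2 fold change of these genes went from 2.12 to 1.37, 12 of 12 had the same sign, 9 had an unadjusted p under 0.05 and 0 were called. WT and THY-Tau22 males lie in different blocks, so batch and a sex-dependent effect of genotype cannot be told apart for them. The count was 0 without WT male replicate 1 and 481 without WT female replicate 3.

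For the interaction, camera called 27 pairs of a gene set and a level, and 3 of 100 drawn splits gave as many, so chance is an unlikely source under camera's preset correlation. In males, 1 of 10 splits, the real one, gave the 24 pairs, and in females 13 of 56 gave the 22 pairs, so chance is excluded in neither sex. Library batch may contribute: 23 of the 24 male pairs had the sign of the block difference among females, but 9 of 35 splits of the females gave as many, and batch and genotype cannot be told apart. Fry and an estimated correlation called 0 pairs, and a biological difference between the sexes stays open.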

How the results depend on the processing

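The treatments of the shared library, the mitochondrial rRNA share as a covariate, mitochondrial genes left out, the index number block as a term, the top cell per gene left out, and libraries left out in turn for library measures were chosen after seeing the data. No paired analysis was possible because replicate numbers were given in accession order and pair no mice. The 5% limit over all mitochondrial genes was not run as a comparison, because it left as few as 2 cells in a library.

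Over the alternatives other than single libraries left out, 340 counts of changed genes stayed within 1.5 times and 119 moved. For gene sets 14 stayed and 7 moved, and for sex classes 46 stayed and 26 moved. Of the differences in shares of cells, 119 kept their direction and side of the threshold and 7 reversed, and of those in library measures 34 did so, 4 reversed and 2 passed the threshold. Among the fold changes of 12 named genes, 160 stayed, 33 lost their call and 4 gained it. The cause was not tested except where a sentence says so.

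DESeq2 called 67 genes in males and 4 for the interaction in all cells (0 and 0 by edgeR), 100 and 30 in microglia-like cells (39 and 0), 43 and 31 in oligodendrocyte-like cells (4 and 12), 49 and 30 in astrocyte-like cells and 2 and 1 in endothelial-like cells (0 and 0 in both). It called 0 genes in oligodendrocyte-like cells of females (1 by edgeR), and gave 121 male-specific and 0 female-specific genes (14 and 1).

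The Poisson test with cells as replicates called 3414 genes in males, 230 in females and 3073 for the interaction in all cells. In the same order it called 1162, 58 and 1000 in microglia-like, 1076, 88 and 1032 in oligodendrocyte-like, 1161, 103 and 1123 in astrocyte-like, 707, 40 and 599 in endothelial-like, 348, 179 and 159 in neuron-like and 140, 27 and 60 in OPC-like cells. It gave 112 sex-neutral, 230 sex-dimorphic, 2486 male-specific and 107 female-specific genes. Differences between mice of one group may account for the female count in all cells, since splits within the THY-Tau22 females gave a median of 904.5 genes there. The male count lay above the largest of these splits (2344).

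With no filter on low counts, edgeR called 298 genes in males, 32 in females, 190 for the interaction and 46 over both sexes in all cells. In that order it called 102, 8, 42 and 20 in microglia-like, 24, 4, 36 and 4 in oligodendrocyte-like, and 20, 4, 19 and 8 in endothelial-like cells. In astrocyte-like cells it called 29 in males, 43 for the interaction and 2 over both sexes, and in OPC-like cells 1, 1 and 2. The sex classes then held 11 sex-neutral, 3 sex-dimorphic, 152 male-specific and 9 female-specific genes.

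With only the 2 groups compared in the fit, male counts rose to 672 in all cells, 321 in microglia-like, 297 in oligodendrocyte-like, 373 in astrocyte-like, 85 in endothelial-like, 4 in neuron-like and 13 in OPC-like cells, while the female count in oligodendrocyte-like cells was 0. Male-specific genes were 831 and female-specific genes 0. The female libraries then no longer enter the estimate of the spread.

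With the label prefix of the mice as a term, male counts were 15 in all cells, 136 in microglia-like, 52 in oligodendrocyte-like, 26 in astrocyte-like, 1 in endothelial-like and 4 in OPC-like cells. Interaction counts were 7, 68, 119, 71, 16 and 2 in the same order. The female count in microglia-like cells was 1, and male-specific genes were 69. This prefix sets 2 females, WT replicate 3 and THY-Tau22 replicate 5, apart from the other libraries.

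Keeping cells with at least 500 genes gave 11 genes in males, 16 for the interaction and 0 over both sexes in microglia-like cells, 12 in males and 0 in females in oligodendrocyte-like cells, and 2 in males and 1 for the interaction in astrocyte-like cells, with 8 male-specific and 0 female-specific genes. It left 6331 cells. The microglia-like share difference reversed to 6.79 percentage points in males and 4.54 for the interaction, and the astrocyte-like one to 2.70 in males, -0.395 in females and 3.10 for the interaction. Cells kept in males reversed to a difference of 109, the median UMI count to -38.7 in males and 28.4 in females, and the median gene count in females to 2.70.

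With the index number block as a term, microglia-like cells gave 0 genes in males and 1 over both sexes, and oligodendrocyte-like cells 0 in males, 0 in females and 0 for the interaction. Gene sets called in females were 13 (22 without the term), and male-specific and female-specific genes were 0 and 0. With the mitochondrial rRNA share as a covariate, microglia-like cells gave 0 genes in males, oligodendrocyte-like cells 0 in males, 0 in females and 0 for the interaction, and endothelial-like cells 1 for the interaction, with 0 male-specific and 0 female-specific genes. Both terms follow the male genotype, so a lost call under them may be batch or genotype.

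All 16 libraries as labelled gave 0 genes in males and 0 over both sexes in microglia-like cells, 0 in males and 0 for the interaction in oligodendrocyte-like cells and 1 over both sexes in OPC-like cells, with 0 male-specific genes. The endothelial-like share difference for the interaction reversed to 0.272. The male difference in median mitochondrial mRNA was 0.457 percentage points, with a p past the threshold that 3 against 3 libraries cannot reach. That p counts the shared library under both labels. The shared library kept as THY-Tau22 male gave 1 gene in males and 1 over both sexes in microglia-like cells, 0 in males and 0 for the interaction in oligodendrocyte-like cells, 1 over both sexes in OPC-like cells, 0 male-specific genes and an endothelial-like share interaction of 0.136. The shared library kept as WT male gave 3 genes in all cells of males, 90 in males and 0 over both sexes in microglia-like cells, 24 for the interaction in oligodendrocyte-like cells, 3 in OPC-like cells of males and 39 male-specific genes, with a male difference in median mitochondrial mRNA of 0.558 past the threshold.

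With the top cell per gene left out, microglia-like cells gave 0 genes over both sexes, oligodendrocyte-like cells 2 in males, 0 in females and 4 for the interaction, and endothelial-like cells 1 for the interaction, with 6 male-specific and 0 female-specific genes. With mitochondrial genes left out, oligodendrocyte-like cells gave 0 genes in females and 4 for the interaction, with 7 male-specific and 0 female-specific genes. RLE size factors and the mitochondrial limit of 10% each gave 5 genes for the interaction in oligodendrocyte-like cells. With Scrublet doublets removed, microglia-like cells gave 0 genes over both sexes, and at the higher Leiden resolution they gave 1, with 2 genes in endothelial-like cells of males. For gene sets, fry gave 0 pairs in males, 0 in females and 0 for the interaction, and so did camera with an estimated correlation (0, 0 and 0). Weighting the 6 classes equally and dropping the minimum fold change moved no count past 1.5 times.

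Leaving out 1 library at a time, 302 counts of changed genes stayed within 1.5 times and 90 moved. In all cells the counts ranged from 0 to 81 in males, 0 to 1196 for the interaction and 0 to 1 over both sexes, and in microglia-like cells from 0 to 188 in males, 0 to 2 in females, 0 to 457 for the interaction and 0 to 17 over both sexes. In oligodendrocyte-like cells they ranged from 0 to 128 in males, 0 to 5 in females, 0 to 481 for the interaction and 0 to 1 over both sexes. In astrocyte-like cells they ranged from 0 to 101, 0 to 15 and 0 to 645 in males, females and for the interaction. In endothelial-like cells they ranged from 0 to 18, 0 to 2, 0 to 216 and, over both sexes, 0 to 2, and in OPC-like cells from 0 to 4, 0 to 1, 0 to 5 and 0 to 6. Where any gene was called, the highest male, female and interaction counts came without WT female replicate 3, except in OPC-like cells of males (without THY-Tau22 male replicate 2). In neuron-like cells every count was 0. Gene set counts ranged from 12 to 26 in females, 26 to 30 for the interaction and 24 to 27 in males. Sex-dimorphic genes ranged from 0 to 10, male-specific from 0 to 106 and female-specific from 0 to 2.

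Among shares of cells, single libraries reversed the female differences of neuron-like cells (-0.990 to 2.29 percentage points), oligodendrocyte-like cells (-2.04 to 1.89) and astrocyte-like cells (-1.07 to 1.74) and the interaction of endothelial-like cells (-1.40 to 0.742). The male differences ranged from -6.13 to -0.454 in microglia-like cells, from -4.28 to -2.15 in endothelial-like cells and from 0.284 to 6.79 in oligodendrocyte-like cells. Among library measures they reversed cells kept (-511.5 to 37 in males, -94.9 to 537 in females), the median UMI count (-26.6 to 88.4 in males, -72.2 to 48.8 in females), the median gene count in females (-44.5 to 33.2) and the median mitochondrial mRNA share in females (-0.316 to 0.0933). Among named genes, 140 values stayed, 27 lost their call and 1 reversed: the log2 fold change of Adamtsl1 in males ranged from -6.50 to 0.78, the latter without WT male replicate 1, where 1 cell held nearly all its UMIs. Clec7a ranged from 1.80 to 2.28, H2-D1 from 1.55 to 1.93 and Apoe from 1.37 to 2.04, and Thy1 over both sexes from 0.63, without THY-Tau22 male replicate 3, to 1.25.

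What depth alone limits was not isolated. Neuron-like sums rested on as few as 16541 UMIs per library and OPC-like sums on as few as 19049, and 63.0% (among 1835 genes) and 86.0% (among 1115 genes) of simulated log2 changes of 2 were recovered in males. The spread between mice was larger in neuron-like cells, with a biological coefficient of variation of 0.316 against 0.247.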

Other observations

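The tests on the index number blocks of the 39 and the 12 called genes, on Thy1 with these blocks, on pairs of libraries with the same index number, on the origin of the library found under both genotypes and on Ttr in WT male replicate 1 were chosen after the results were seen.

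Over all cells, 0 sex-neutral, 0 sex-dimorphic, 0 male-specific and 0 female-specific genes were found here by edgeR, with 1807 genes in males and 199 in females at an unadjusted p under 0.05. Those are lower than the values quoted from the study above. The Poisson test with cells as replicates gave 43 sex-neutral, 78 sex-dimorphic, 1087 male-specific and 31 female-specific genes at that level here. Those are higher than the values quoted from the study above. The test here pooled UMIs per group over 14 libraries, where the study fitted a Poisson regression in Seurat with 16 mice. These counts are therefore not like for like. In microglia-like cells, 0 sex-neutral, 0 sex-dimorphic and 0 female-specific genes were found by edgeR here, with 876 genes in males and 145 in females at an unadjusted p under 0.05. Those are lower than the values quoted from the study above. Male-specific genes in microglia-like cells numbered 14 by edgeR (0 without WT male replicate 1, 59 without WT female replicate 2, and 0 with all 16 libraries as labelled). That the count equals the one quoted above does not make the genes the same: of the genes the study named as male-specific in microglia, H2-D1 was called in males here but unclassed, and Malat1 and Tyrobp were not called. Zc3h13 in all cells of males had a log2 fold change of -0.82 here. That is close to the value quoted from the study above, but opposite to the direction marked in the study's main table. Clusters numbered 17 here. That is higher than the value quoted from the study above. The study used a lower clustering resolution and another algorithm, so the 2 counts depend on these settings. The log2 fold change of Trf in males was 0.59 and that of Scd2 0.27 here. Those are lower than the values quoted from the study above. Hsp90aa1 in females differed by 0.17 here. That is lower than the value quoted from the study above. These fold changes, with that of Zc3h13, are not like for like. Here edgeR used sums per mouse over 14 libraries, and the study used its Poisson model on 16 mice. The study also cautions that fold changes of genes with minimal expression in 1 condition may be too large, and stresses relative ranks. The filters used here kept 28439 cells. That is close to the value quoted from the study above. The 5% mitochondrial limit over all mitochondrial genes, which was not used for the comparisons, kept 1242 cells. That is lower than the value quoted from the study above.

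The Poisson test takes cells as replicates, so its female counts may come from differences between mice of one group. Among the 5 THY-Tau22 females, which share genotype and sex, the 10 splits into 2 and 3 gave a median of 904.5 called genes in all cells (334 to 2344), and 10 of 10 gave at least the 230 genes of the female genotype comparison. By class, the female count was reached by 8 of 10 splits in microglia-like and endothelial-like cells and by 5 of 10 in oligodendrocyte-like, astrocyte-like, neuron-like and OPC-like cells. The male counts lay above the largest split in all cells (3414 against 2344), microglia-like (1162 against 576), oligodendrocyte-like (1076 against 535), astrocyte-like (1161 against 623) and endothelial-like cells (707 against 424), and below it in neuron-like (348 against 506) and OPC-like cells (140 against 185). What else adds to the male counts was not tested with this tool.

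Across genes, the male genotype difference resembled the difference between index number blocks among the females, to which genotype may add. Among the 8 females, the difference between the index number blocks correlated with the male genotype difference over 11626 genes in all cells (Pearson r = 0.618, Spearman rho = 0.621; genes are not independent replicates). It was the largest of the 35 splits of the females into 4 and 4, of which the next had an absolute r of 0.581, so this rank is 1 of 35. Within the 5 THY-Tau22 females alone r was 0.389, and with the female genotype difference it was -0.261. The first block held 1 WT and 3 THY-Tau22 females and the second 2 and 2, so genotype may contribute to 0.618. Only the value within the THY-Tau22 females is free of genotype. In microglia-like cells r was 0.542, reached by 2 of 35 splits. A batch of library preparation marked by the index number is thus a candidate explanation for part of the male difference, and genotype stays open because WT and THY-Tau22 males lie in different blocks. Mitochondrial rRNA taking a varying share of the counts was tested by leaving out all mitochondrial genes. With edgeR, 1782 of 11594 genes still had an unadjusted p under 0.05, where chance gives about 580. A direct effect on the totals is thus argued against as the whole cause. TMM library sizes in both fits already adjust for dominant genes, so little change was likely. Whatever else goes with that share stays open.

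The mitochondrial rRNA share itself may follow the index number. In 6 pairs of libraries with the same index number the mean difference was 2.56 percentage points, against 7.15 over all 10395 ways to pair these 12 libraries (exact permutation p = 0.00683). No biological explanation of this was tested, and the blocks were drawn from these shares.

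For the 39 genes called in microglia-like cells of males, the batch and the genotype cannot be told apart, because each block holds males of 1 genotype. With the block as a term the median absolute log2 fold change fell from 1.44 to 0.77, 39 of 39 genes had the same sign, 20 had an unadjusted p under 0.05 and 0 were called by edgeR. Among females, 38 of the 39 differed between blocks in the direction of the male difference, against 70.1% of all tested genes. A difference in depth is argued against: thinned to 139039 UMIs per library, 28 genes were called among 3133 tested, 20 of them among the 39, and 36 of the 39 had the same direction. Single cells with many UMIs are argued against for most of them, since 26 of the 39 were called with the cell with the most UMIs of each gene left out. Of the 10 splits of the 6 males into 3 and 3, 1, the real one, gave as many genes, and the others gave 0; with 10 splits chance cannot be excluded. For the 3 genes called over both sexes, 5 of 100 drawn splits gave as many, so chance is not excluded. The calls may therefore reflect batch, genotype or both.

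Adamtsl1 and Zdhhc3 are likely the product of single cell barcodes. In WT male replicate 1, 99.3% of the Adamtsl1 UMIs of microglia-like cells came from 1 cell, and in WT female replicate 2, 95.8% of the Zdhhc3 UMIs of oligodendrocyte-like cells did. Of the 56 splits of the females, 13 gave at least the 1 gene called in oligodendrocyte-like cells, so chance is not excluded there. The 4 genes of the males in this class were matched by 1 of 10 splits, the real one, a design too small to exclude chance.

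Thy1 was higher in neuron-like cells of THY-Tau22 mice, and the index blocks are argued against as the whole cause among females, where permuting genotypes within blocks gave an exact p of 0.0417, the smallest of 24 assignments. More neuron-like RNA in these cells is argued against too, since the highest log2 fold change among the 10 neuron markers tested was 0.33, against 1.05 ± 0.34 for Thy1. Without THY-Tau22 male replicate 3 the Thy1 value was 0.63, so this gap rests in part on that library. The transgene carries a Thy1 promoter, and reads of the transgene's message that fall on Thy1 sequence could raise the count. That hypothesis was not tested, and a biological change of Thy1 stays open as well. Its adjusted p over all genes was 0.692 by edgeR, and it was singled out as a label check gene.

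Which mouse the library found under both genotypes came from stays open. Its mitochondrial rRNA share was 19.9% in the table labelled THY-Tau22 male replicate 4 and 19.6% in the table labelled WT male replicate 3, inside the 17.0% to 23.1% of the block of the WT label and outside the 4.54% to 13.1% of the block of the other. This may point to the WT label, but the blocks were drawn from the same measure and both tables hold the same molecules. The median mitochondrial mRNA share, which did not draw the blocks, was 0.641% and 0.617% in these tables. That lay inside the 0.351% to 0.645% of the WT label's block and below the 0.886% to 1.30% of the other. It may point to the WT label too, but it rests on 1 library, so the origin is not settled.

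Ttr, a transcript of choroid plexus, took 7538 UMIs (3616 CPM) in WT male replicate 1 and at most 265 CPM in any other library. RNA from choroid plexus in that library is a candidate source: 4 of 4 other choroid plexus markers were also higher there than in every other library, with Folr1 at 16.3, Kl at 21.6, Kcnj13 at 14.4 and Clic6 at 8.16 CPM. No biological explanation was tested.

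Leaving out WT female replicate 3 raised the interaction count in all cells from 0 to 1196. That library is the 1 WT female in its block, so without it block and genotype align more closely among the remaining females. Without that library and with the block as a term, edgeR called 0 genes for the interaction and 1200 had an unadjusted p under 0.05. The explanation by block may hold in part and cannot be told apart from an effect of that mouse with these libraries.

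A count of 0 is reached by any split of the libraries, so the splits say nothing about chance for the counts of 0. In males, the 0 genes called in all cells and in astrocyte-like, endothelial-like, neuron-like and OPC-like cells were matched by 10 of 10 splits each. In females, the 0 genes called in all cells and in microglia-like, astrocyte-like, endothelial-like, neuron-like and OPC-like cells were matched by 56 of 56. Among females, splits that followed the index blocks gave the most, up to 1014 genes in all cells. The counts of 0 for the interaction and over both sexes were matched by 100 of 100 drawn splits. These zeros belong to edgeR, and the counts at an unadjusted p and by other tools stand beside them in the results above.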
